A study of Mus musculus with 24 samples. Its data were reported in "A slow transcription rate causes embryonic lethality and perturbs kinetic coupling of neuronal genes" (2019).

How the data were processed

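Poly(A)+ RNA sequencing had been carried out on cultured mouse cells at 4 stages of neural differentiation. The stages were embryonic stem cells (ESCs), neural progenitor cells (NPCs) at day 7 of differentiation, cells positive for the polysialylated neural cell adhesion molecule (PSA-NCAM+ cells) at day 10, and mature neurons, which had been replated at day 7 and collected 14 days later. Each stage was sampled in wild-type (WT) cells and in slow/slow cells, which are homozygous for an arginine-to-histidine substitution in Polr2a, the gene of the catalytic subunit of RNA polymerase II. The labels gave 3 replicates for each of the 8 combinations of stage and genotype, 24 samples in all. Every sample could be placed in a group from its labels, and 0 columns of per-sample values were left unused. No pair of libraries held identical values.

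Per the study's methods, libraries had been made from poly(A)-selected RNA and sequenced from both ends, and the authors mapped the reads to the mm9 assembly and processed them with vast-tools. The authors deposited raw read counts per gene and sample from vast-tools, whole numbers that were not normalised. Whether counting used the strand was not stated, so genes that overlap another coding gene, or that have a near-identical copy, are named as uncertain. The deposited RPKM values were the authors' means over the replicates of a group. The deposited log2 fold changes and the FDR values, which are adjusted p-values, came from the authors' own edgeR test of slow/slow against WT cells within each stage. For splicing, the authors deposited PSI (percent spliced in), a percent value for each event and sample, together with vast-tools quality scores and the corrected numbers of reads for inclusion and exclusion. A second splicing table of the authors held 1 PSI estimate per group and whether they had called the event different. Only spliced, polyadenylated RNA is well covered by such libraries, and a PSI value is only as precise as the reads over its junctions, so that genes with low expression lose events to the coverage filters.

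The expression table listed 22667 genes, of which 1114 had no value in any sample and 21553 had counts. Total counts per sample ranged from 32974432 to 104466886. Of the genes with counts, 20451 (94.9%) were matched by identifier to the GENCODE annotation of the GRCm38 assembly, from which gene coordinates, spans and GC content were taken. The splicing table listed 54141 exon events, 160806 intron events and 80861 splice-site entries. Its coordinates are in mm9, and only 2.0% of its exons coincided with a GRCm38 exon, so splicing coordinates are given in mm9 as deposited and gene coordinates in GRCm38, and the assemblies were never combined.

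Differential expression was tested on the counts with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr by group, which left 16627, libraries were scaled by TMM, and the quasi-likelihood F test (glmQLFit, glmQLFTest) was applied in a single model of the 8 groups over all 24 samples. This left 16 residual degrees of freedom, and the common biological coefficient of variation was 0.164. Genes with a Benjamini-Hochberg FDR under 0.05 were called changed. The contrasts were slow/slow against WT cells at each stage, each later stage against ESCs within a genotype, and the interaction of genotype and stage between neurons and ESCs. Expression per sample is given as TMM-scaled CPM, the count relative to the scaled library total. Standard errors (SE) of log2 changes were derived from the F statistic. A fold change against a group whose libraries all had at most 3 counts was computed against that floor as a lower bound, which covers counting error only.

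Splicing events were filtered as in the study. Exons, microexons and alternative splice sites needed sufficient coverage and exons a balanced pair of junctions, while introns needed at least 15 reads and a junction balance p-value of at least 0.05, in all 6 samples compared. In the deposited splicing table the balance score was blank for every microexon event, so that filter was not applied to microexons, a decision made after the scores had been seen. It concerns 2, 16, 8 and 58 of the changed exons reported for ESCs, NPCs, PSA-NCAM+ cells and neurons. An event was called changed when the difference in mean PSI between groups (dPSI) exceeded 10 points and the posterior probability that the difference had that sign exceeded 0.95. For this the replicates' beta posteriors of inclusion and exclusion reads, with a uniform prior, were pooled and refitted as a beta distribution, following the scheme of the vast-tools diff module. The study's text states the probability threshold in another form, which was read as 0.95. Alternative splice sites were counted once per event and have no direction. As an alternative, events were tested with limma 3.58.1 on the empirical logit of the reads (0.5 added to each count), with read-based weights, an FDR under 0.05 and the same dPSI threshold. A form of moderation for limma had to be chosen. Plain, trended, and trended robust moderation were tried on the data first. Trended robust moderation was then kept because it recovered 74.5% of 200 exons changed in data simulated on neurons, against 64.5% with plain moderation. Results with plain moderation are given as an added alternative.

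Relations across genes were measured by Spearman's rho with 100000 permutations of the genes, two-sided, and adjusted by Benjamini-Hochberg within each family (4 length relations, 2 tests of flanking introns, and 8 relations of splicing with expression). Genes and exons are not independent replicates. Gene length was the annotated span of genes with a mean of at least 1 CPM in the stage. Per-sample length slopes are the slopes of log2 CPM, relative to the WT mean of the stage, on log10 length, compared by an exact two-sided permutation of genotype labels. With 3 samples against 3 the smallest p-value is 0.1. Differences in these slopes between stages used the 400 relabellings within 2 stages. The median change of the synaptic genes was placed among 10000 random lists matched on expression.

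Genes named singly were fixed by a rule. They comprised Polr2a, stage markers, genes discussed in the study, a synaptic list, and at each stage the 2 largest rises and the 2 largest falls among genes past the FDR threshold with a mean of at least 5 CPM and no overlap between genotypes. For splicing, events of Scrib and Apbb2 in neurons were fixed, as were the largest rise and fall at each stage among changed exons with at least 20 reads in every sample and no overlap between genotypes, and likewise for introns in neurons. The markers Sox1 and Map2 are not analysed here, and some genes chosen by these rules are not reported here singly. The groups, these rules, the tests and most alternatives were fixed before the data were examined. Alternatives were DESeq2 size factors, upper-quartile scaling, 2 other filters on low counts, the likelihood-ratio test, the DESeq2 1.42.0 Wald test, a minimum 2-fold change, only the samples compared, all samples but the PSA-NCAM+ cells, stricter and looser splicing filters, and leaving out each replicate in turn. Added later were leaving out chromosomes 8, 15 and Y, thinning all libraries to the smallest, and plain moderation in limma.

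The replicate numbers in the labels are shared by the WT and slow/slow samples of a stage, and this is the only source of the pairing. The study describes independent differentiation experiments without saying whether equal numbers mark the same experiment. Pairing was therefore checked by correlating, across genes, the deviations of same-numbered WT and slow/slow samples from their group means, and the edgeR tests, the length correlations and limma's splicing tests were repeated with the replicate number as a block. The posterior criterion for splicing, the flanking introns, the relations of splicing and expression and the slopes per sample were not fitted with a block.

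The edgeR comparison of genotypes, the splicing criterion and limma on exons, and the rank correlations and differences of medians were tested on simulated data with known answers, and the other procedures were not. In counts drawn for 16627 genes with 200 changed 2-fold in neurons, edgeR recovered 69.5% of them, and 4.1% of its calls were unchanged genes. The median absolute error of the log2 change was 0.112. In ESCs, where nothing had been changed, it called 1 gene. Each gene was given the same spread at all stages. With the reads and spread of neurons, the splicing criterion recovered 98.5% of 200 exons changed by 25 PSI points among 24305. It called 5 unchanged exons. Neither simulation was read out for PSA-NCAM+ cells, so these rates do not cover that stage. There, other groupings of the real samples called up to 6457 genes and 144 exons. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.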

Results

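RNA sequencing counts and splicing values were available for 24 samples, 3 replicates of each of 8 groups, covering WT and slow/slow cells at 4 stages from ESCs to neurons. Slow/slow cells carry on both alleles a form of RNA polymerase II described in the study as elongating more slowly. The 3 WT ESC libraries held 70212898, 37275259 and 61982488 counts, and the 3 slow/slow ESC libraries 48108055, 55395861 and 35249977. In NPCs the totals were 46023676, 63535348 and 64208791 for WT and 77285813, 41310385 and 39817209 for slow/slow cells. In PSA-NCAM+ cells they were 84206557, 48373003 and 56849240 for WT and 49207494, 97131964 and 92749768 for slow/slow cells. In neurons they were 65654772, 61940093 and 104466886 for WT and 60781308, 74685209 and 32974432 for slow/slow cells. The values below are TMM-scaled CPM with SD over 3 replicates, and log2 changes are slow/slow over WT cells with SE and the FDR of edgeR's quasi-likelihood test unless another comparison is named.

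The mutated gene, Polr2a (ENSMUSG00000005198, chromosome 11, 69733997 to 69758637, minus strand, GRCm38), was examined first. Counts per gene do not separate the alleles, so its level does not check the genotype labels. In ESCs its level was 717 CPM ± 26.3 (SD, n = 3) in WT and 707 CPM ± 49.3 in slow/slow cells, a log2 change of -0.02 ± 0.16 (SE, FDR 0.944). In NPCs it was 306 CPM ± 29.0 in WT and 375 CPM ± 9.19 in slow/slow cells (log2 change 0.29 ± 0.16, FDR 0.135), and in PSA-NCAM+ cells 302 CPM ± 47.4 and 313 CPM ± 104 (0.05 ± 0.16, FDR 0.807). In neurons Polr2a was lower in every slow/slow sample, at 323 CPM ± 13.6 in WT and 168 CPM ± 8.68 in slow/slow cells (-0.94 ± 0.16, FDR 7.76e-05). The effect in neurons differed from that in ESCs by -0.92 on the log2 scale (interaction FDR 0.00313). Of the other scalings, upper-quartile scaling moved the change in neurons most, to -0.80. With the replicate number as a block the changes at the 4 stages were -0.02, 0.30, 0.00 and -0.94, and the rise in NPCs then passed the threshold (FDR 0.0231), as it did when only NPC samples were fitted (0.27, FDR 0.00133). In PSA-NCAM+ cells the change ranged from -0.13 to 0.32 over the 6 fits that each left out a sample, and 1 of them passed the threshold (FDR 0.00877). The correlation of same-numbered samples that checks this pairing averaged -0.02 in ESCs, -0.04 in NPCs, 0.44 in PSA-NCAM+ cells and -0.01 in neurons. In the authors' deposited table, mean Polr2a RPKM was 115.1 in WT and 111.4 in slow/slow ESCs, and 56.1 in WT and 32.0 in slow/slow neurons.

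**Figure D1:**
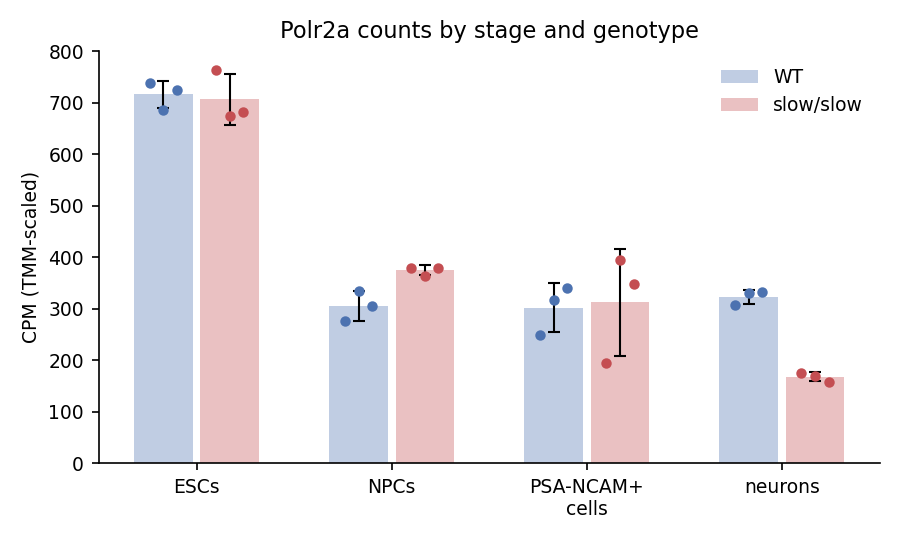
Polr2a expression (TMM-scaled CPM, vertical axis) in WT and slow/slow cells at each stage, with bars for the mean of 3 replicates, error bars for the SD and points for single samples. The slow/slow neurons (158 to 176 CPM) lay below the WT neurons (307 to 332 CPM), while the genotypes overlapped in ESCs and PSA-NCAM+ cells.

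Stage markers were compared between genotypes to show which cells had been sampled. The pluripotency gene Pou5f1 averaged 1760 CPM ± 187 in WT and 1780 CPM ± 165 in slow/slow ESCs (log2 change 0.01 ± 0.22, FDR 0.981), and Nanog 1040 CPM ± 5.77 and 919 CPM ± 30.7 (-0.18 ± 0.14, FDR 0.340). Both were still expressed at the intermediate stages. Pou5f1 averaged 639 CPM ± 20 in WT and 736 CPM ± 48.2 in slow/slow NPCs, 412 CPM ± 84.8 and 299 CPM ± 126 in PSA-NCAM+ cells, and 82.8 CPM ± 15.0 and 36.7 CPM ± 4.06 in neurons. Nanog averaged 384 CPM ± 3.31 and 128 CPM ± 12.0 in NPCs, 260 CPM ± 30.6 and 80.2 CPM ± 24.7 in PSA-NCAM+ cells, and 6.82 CPM ± 0.962 and 10.8 CPM ± 0.393 in neurons. The progenitor genes Pax6 and Nes were higher in slow/slow NPCs, Pax6 by 3.25 ± 0.26 on the log2 scale (4.30 CPM ± 0.297 against 40.9 CPM ± 3.96, FDR 4.44e-09) and Nes by 1.49 ± 0.13 (33.1 CPM ± 0.917 against 92.9 CPM ± 18.9, FDR 2.19e-08). Pax6 and Nes were higher in neurons than in NPCs of the same genotype. In neurons Pax6 averaged 12.3 CPM ± 1.14 in WT and 80.8 CPM ± 5.6 in slow/slow cells, and Nes 265 CPM ± 25.9 and 368 CPM ± 25.9. Tubb3 averaged 928 CPM ± 46.8 in WT and 1190 CPM ± 95.4 in slow/slow neurons (0.36 ± 0.31, FDR 0.346). Tubb3 lies on chromosome 8, whose genes as a whole were higher in slow/slow cells, and overlaps the predicted gene Gm20388 on the same strand, so its value is uncertain. The neuronal gene Rbfox3 was lower in slow/slow neurons, at 19.7 CPM ± 1.29 against 36.6 CPM ± 3.04 (-0.89 ± 0.23, FDR 0.00338). Under the replicate block, with the pairing check given above for Polr2a, these changes were 0.01 for Pou5f1, -0.18 for Nanog, 3.25 for Pax6, 1.47 for Nes, 0.36 for Tubb3 and -0.89 for Rbfox3, each on the same side of the threshold. Fitting only the samples of the stage brought Nanog (-0.16, FDR 0.0373) and Tubb3 (0.43, FDR 9.99e-05) past the threshold.

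To ask how many genes differed between slow/slow and WT cells at each stage, all 16627 genes that passed the filter were tested. Per the study the replicates were independent differentiation experiments, and independently targeted lines are not mentioned for them. The tests therefore weigh the spread between cultures, and a difference between cell lines or in the progress of differentiation cannot be told apart from an effect of the polymerase. In ESCs 6720 genes (40.4%) were changed, 3071 higher and 3649 lower in slow/slow cells. In NPCs 9423 genes (56.7%) were changed, 4872 higher and 4551 lower, and in PSA-NCAM+ cells 9424 (56.7%), 4757 higher and 4667 lower. In neurons 8626 genes (51.9%) were changed, 3898 higher and 4728 lower. The alternative that moved these counts most was a minimum change of 2-fold, which left 2281, 3569, 3793 and 3365 genes at the 4 stages, except in PSA-NCAM+ cells, where fitting only the samples of that stage left 3641. Of the genes past this minimum, 25.3%, 41.7%, 38.3% and 54.2% were higher in slow/slow cells, against 45.7%, 51.7%, 50.5% and 45.2% of all changed genes. Fitting only the samples of the stage raised the counts in ESCs, NPCs and neurons to 8961, 11600 and 11763, with 50.6% higher in neurons. Upper-quartile scaling moved the share of higher genes in neurons to 59.2%. The balance of directions in neurons therefore depended on the scaling, on the minimum change and on the samples fitted. With the replicate block the counts were 7895, 10367, 10425 and 9825, of which 6540, 9281, 9209 and 8480 were also called without it, and the pairing check gave mean correlations of -0.02, -0.04, 0.44 and -0.01. Of the genes called in ESCs, 4805 (71.5%) were called in each of the 6 fits that left out a replicate, as were 7497 (79.6%) in NPCs, 6933 (73.6%) in PSA-NCAM+ cells and 6828 (79.2%) in neurons. Over the 4 stages 14697 genes were changed at least once and 2176 at every stage, of which 581 were always higher and 562 always lower. In the authors' deposited table, 6746, 9478, 9622 and 8613 of 17440 genes had an FDR under 0.05 at the 4 stages. Of these, 6577, 9309, 9154 and 8340 were also called here, all in the same direction.

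**Figure D2:**
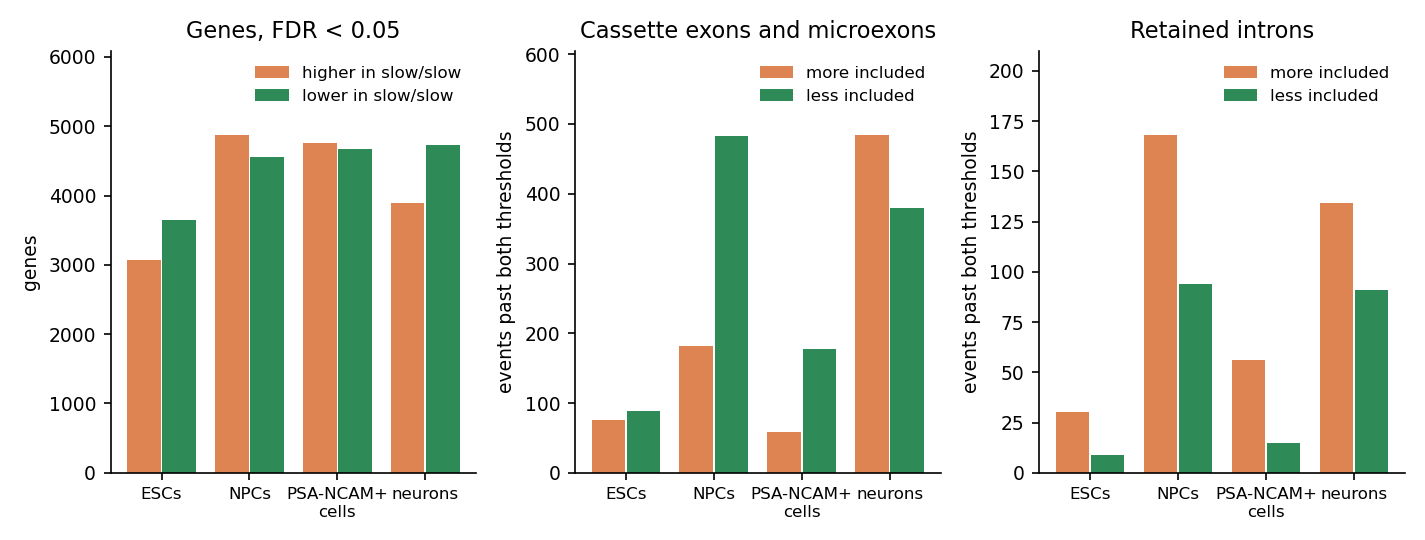
Numbers of genes with an FDR under 0.05 (left), of cassette exons and microexons (middle) and of retained introns (right) past the thresholds at each stage, with bars for those higher or more included and for those lower or less included in slow/slow than in WT cells. Exons were mostly less included in slow/slow NPCs (483 of 665) and more often included in slow/slow neurons (484 of 863).

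Genes among the largest changes at each stage were taken by the rule fixed for naming genes. In ESCs Lefty2 (chromosome 1, 180893108 to 180899103) rose from 7.28 CPM ± 0.522 to 161 CPM ± 9.08 (log2 change 4.47 ± 0.20, FDR 3.26e-12). The largest falls in ESCs were the Y-linked genes Eif2s3y (-6.44 ± 1.09, FDR 8.82e-05) and Uty (-6.13 ± 1.31, FDR 0.000892), which have X-linked paralogs among which reads may be split. In NPCs Olig3 rose from 0.767 CPM ± 0.0521 to 75.4 CPM ± 6.95 (6.61 ± 0.48, FDR 1.7e-09), while Eif2s3y fell (-7.30 ± 1.15, FDR 2.63e-05) and Uty, with at most 2 counts in each slow/slow library, was at least 249-fold lower. In PSA-NCAM+ cells Hes3 rose most (7.10 ± 0.74), and Ly6a (-5.29 ± 0.29) and Ldoc1 (-5.16 ± 0.62, FDR 8.38e-07) fell most. The replicates of this stage differed widely, with Hes3 at 1.63, 18.4 and 20.3 CPM in the slow/slow samples and Ldoc1 at 61.6, 8.38 and 10.1 CPM in the WT samples, and Ly6a lies on chromosome 15, whose genes as a whole were lower in slow/slow cells at this stage. In neurons 1600012P17Rik rose from 0.0451 CPM ± 0.0252 to 12.4 CPM ± 3.09 (7.99 ± 0.45, FDR 4.63e-09), with the same-strand gene Pappa2 overlapping it, and Rtp4 rose by 7.91 ± 1.12, with Masp1 overlapping it on the other strand, so both are uncertain. Cdx1 fell from 11.4 CPM ± 0.737 to 0.0506 CPM ± 0.0117 (-7.80 ± 0.33, FDR 1.19e-12) and Olig1 from 38.4 CPM ± 7.18 to 0.218 CPM ± 0.0957 (-7.36 ± 0.35). All of these were called in every fit that left out a replicate. With the replicate block, checked by the correlations given above, the changes in PSA-NCAM+ cells were 6.55 for Hes3, -5.32 for Ly6a and -4.66 for Ldoc1.

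Genes discussed in the study were tested in the stage for which they had been discussed. In NPCs Nr2f1 (1.65 CPM ± 0.390 in WT and 10.9 CPM ± 3.12 in slow/slow cells) and Crabp2 (21.3 CPM ± 1.91 and 102 CPM ± 20.7) were higher in slow/slow cells. Their log2 changes were 2.73 ± 0.22 (FDR 5.61e-09) and 2.26 ± 0.25 (FDR 2.91e-07). Nr6a1 averaged 199 CPM ± 0.215 in WT and 216 CPM ± 4.98 in slow/slow NPCs, a difference that did not pass the threshold (0.12 ± 0.10, FDR 0.318). Egfr averaged 30.6 CPM ± 1.53 in WT and 15.8 CPM ± 1.96 in slow/slow NPCs with no overlap of the samples, and its change of -0.95 ± 0.41 lay just outside the threshold (FDR 0.0532). It passed with the replicate block (-0.96, FDR 0.00152) and when only the NPC samples were fitted (-0.97, FDR 1.03e-07). It also passed with upper-quartile scaling (-0.99, FDR 0.0445) and the DESeq2 Wald test (-0.99, FDR 0.0295). It did not pass with DESeq2 size factors (-0.98, FDR 0.052), nor in any of the 6 fits that left out an NPC replicate (largest FDR 0.133). Mbnl2 was lower in slow/slow ESCs (-1.26 ± 0.37, FDR 0.00911) and NPCs (-1.60 ± 0.36, FDR 0.000859), and 1 of the 6 fits that left out an ESC replicate lost the call in ESCs (-1.10, FDR 0.0523). In neurons Nova1 was lower in slow/slow cells (313 CPM ± 11.1 against 131 CPM ± 4.41, -1.25 ± 0.18, FDR 1.15e-05), and Rbfox1 was not detectably changed (42.9 CPM ± 3.18 against 49.1 CPM ± 0.521, 0.20 ± 0.30, FDR 0.603). For the others the replicate block gave 2.71 for Nr2f1, 2.24 for Crabp2, 0.12 for Nr6a1, -1.26 and -1.60 for Mbnl2, -1.25 for Nova1 and 0.20 for Rbfox1, which passed only when the neurons were fitted alone (0.27, FDR 0.0011), and the pairing check averaged -0.02, -0.04 and -0.01 in ESCs, NPCs and neurons.

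Differentiation itself was compared within each genotype. Against ESCs of the same genotype, 10913 genes changed in WT and 10358 in slow/slow NPCs, 11837 and 12203 in PSA-NCAM+ cells, and 13775 and 13712 in neurons. Under the replicate block these counts were 11049 and 10509, 11930 and 12301, and 13862 and 13787, with the pairing of stages resting on the same replicate numbers and the correlations of -0.04, 0.44 and -0.01 at the later stages. Of the genes changed between ESCs and neurons, 12040 were changed in both genotypes and 11430 of these in the same direction. The log2 changes of the genotypes correlated across genes with r = 0.78 for NPCs, 0.83 for PSA-NCAM+ cells and 0.87 for neurons. A minimum change of 2-fold moved all of these counts most, to 5137 in WT and 5165 in slow/slow NPCs, 6016 and 6648 in PSA-NCAM+ cells, and 9587 and 9205 in neurons.

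Whether the genotype effect differed between neurons and ESCs was tested by the interaction. It passed the threshold for 6995 genes (42.1%), 3407 with a more positive and 3588 with a more negative effect in neurons. With the replicate block, for which same-numbered samples correlated by -0.02 in ESCs and -0.01 in neurons, it passed for 8083 genes, 6790 of them shared. Of the 6995 genes, 2795 were changed in neurons only, 1754 in ESCs only, 1532 in opposite directions and 642 in the same direction at both stages. Upper-quartile scaling moved the share of positive differences from 48.7% to 63.3%, because it shifted the median difference of all genes by 0.163, and the median genotype change in neurons by 0.143. A minimum difference of 2-fold left 3407 genes, 2175 with a more positive and 1232 with a more negative effect in neurons (63.8% positive), so the balance depended on this minimum as well.

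Alternative splicing was compared between genotypes to ask whether exon choice differed in slow/slow cells. In ESCs 163 of 20151 cassette exons and microexons were changed, 75 more and 88 less included in slow/slow cells. In NPCs 665 of 22735 were changed, 182 more and 483 less included, and in PSA-NCAM+ cells 235 of 24333, 58 more and 177 less included. In neurons 863 of 24305 were changed, of which 484 (56.1%) were more and 379 less included. Microexons made up 2, 16, 8 and 58 of the changed exons. The alternative that moved these counts most was limma with its plain moderation in ESCs (52 exons), a dPSI threshold of 15 points in NPCs (405 exons) and neurons (508 exons), and leaving out slow/slow replicate 1 in PSA-NCAM+ cells (504 exons), where plain moderation called 0 exons, and 339 at an unadjusted p under 0.05. With the moderation chosen on simulated data limma called 48 exons in PSA-NCAM+ cells without a block and 243 with the replicate block, where same-numbered samples correlated by 0.44. At the other stages limma called 146, 671 and 886 exons in ESCs, NPCs and neurons, and 125, 634 and 868 with the block, where the correlations were -0.02, -0.04 and -0.01. The 6 fits that each left out a PSA-NCAM+ sample gave 204 to 504 exons. The median number of reads behind a tested exon was 193, 201, 241 and 237 at the 4 stages. In the authors' deposited table, counts of 174, 695, 198 and 704 exons were given as different, and 140, 584, 179 and 631 of these were also called here, all in the same direction.

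Retained introns were changed less often, 39 of 72139 in ESCs, 262 of 81672 in NPCs, 71 of 84747 in PSA-NCAM+ cells and 225 of 86935 in neurons. They were more retained in slow/slow cells in 30, 168, 56 and 134 cases. Alternative splice sites were changed in 25, 211, 51 and 110 events. With limma the intron counts were 54, 409, 25 and 338, and with the replicate block 55, 388, 121 and 342, with pairing correlations of -0.02, -0.04, 0.44 and -0.01. For splice sites limma gave 20, 250, 46 and 124 events, and 15, 251, 51 and 118 with the block.

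Of the exons named by rule, the largest changes in ESCs were in Tpm1 (mm9 chromosome 9, 66880273 to 66880348), where PSI rose from 38.8% ± 1.2 to 77.4% ± 3.8 (SD, n = 3), and in Bptf (chromosome 11, 106956316 to 106956504), where it fell from 65.0% ± 3.7 to 19.8% ± 2.3. The same Bptf exon had the largest fall in NPCs, from 88.1% ± 1.2 to 13.6% ± 4.3, and an exon of Pbrm1 (chromosome 14, 31927035 to 31927190) the largest rise, from 43.4% ± 0.4 to 91.7% ± 2.1. In PSA-NCAM+ cells an exon of Rragb rose from 29.7% ± 3.2 to 66.3% ± 3.5, and an exon of Apbb2 (chromosome 5, 66783512 to 66783574) fell from 78.9% ± 3.2 to 30.6% ± 7.5. In neurons an exon of Mll5 rose from 25.3% ± 3.5 to 74.3% ± 2.3 and an exon of Wdr7 fell from 62.0% ± 1.5 to 11.8% ± 2.4. An intron of Spna2 rose from 28.5% ± 5.6 to 83.4% ± 9.2 in neurons, on as few as 32 reads in a slow/slow sample, and an intron of Prdm8 fell from 52.0% ± 3.9 to 13.4% ± 1.5. Every one of these had a posterior probability that rounded to 1.0, with no overlap between the genotypes. In neurons 8 exons of Scrib passed the filters and 1 was changed (chromosome 15, 75878352 to 75878426), from 32.9% ± 7.2 to 16.6% ± 0.5 with a posterior probability of 0.996. Of 8 listed Apbb2 exons, 3 passed in neurons and none of these was changed, the largest difference being 5.9 points. The Apbb2 exon that fell in PSA-NCAM+ cells was not among these 3, so whether it changed in neurons was not tested.

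Exon changes between ESCs and neurons were compared within each genotype. In WT cells 1083 of 20394 exons were changed, 437 more and 646 less included in neurons, and in slow/slow cells 744 of 19138, 382 more and 362 less included. Among 18252 exons that passed the filters in both genotypes, 921 were changed in WT and 683 in slow/slow cells. The difference between these counts was not itself tested. Limma gave 1097 and 766 exons, and 1084 and 777 with the replicate number as a block, for which the pairing of ESCs with neurons rests on the numbers alone.

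Whether splicing changes followed expression changes of the same genes was examined across genes, with the most changed event of each. For exons rho was 0.018 over 154 genes in ESCs (p 0.826, adjusted 0.826), 0.017 over 591 in NPCs (p 0.671, adjusted 0.767), 0.065 over 221 in PSA-NCAM+ cells (p 0.333, adjusted 0.444) and 0.090 over 718 in neurons (p 0.0160, adjusted 0.0320). For retained introns rho was -0.358 over 34 genes in ESCs (p 0.0386, adjusted 0.0618), -0.336 over 211 in NPCs and -0.430 over 176 in neurons (p 1e-05 each, the smallest that 100000 permutations can give, adjusted 4e-05), and -0.381 over 49 in PSA-NCAM+ cells (p 0.00749, adjusted 0.0200). These are two-sided permutation tests within a family of 8. Taking all events that passed the filters in place of changed ones moved the relations for introns most, to -0.047, -0.087, -0.058 and -0.046 at the 4 stages (p 0.001 each, the smallest that 1000 permutations can give). For exons it gave -0.010 in ESCs (p 0.15), 0.024 in NPCs (p 0.002), 0.025 in PSA-NCAM+ cells and 0.024 in neurons (p 0.001 each). The relation for introns in ESCs passed only before adjustment, and without WT replicate 1 it did not pass unadjusted either (-0.193, p 0.22). Of the genes with a changed exon, 44.8% in ESCs, 60.6% in NPCs, 60.6% in PSA-NCAM+ cells and 54.6% in neurons were also changed in expression.

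The introns on both sides of changed exons were measured from the splicing table. In ESCs the mean flanking intron had a median of 2612 bases for the 75 more included exons (quartiles 1370 and 8586) and 1762 bases for 19968 unchanged exons (quartiles 772 and 3784), a difference of 851 bases (permutation p 0.00616, two-sided, adjusted 0.00616 over 2 tests). Less included exons in ESCs had a median of 2502 bases (p 0.0074). In neurons the median was 1547 bases for 483 more included exons and 1934 bases for 23420 unchanged exons, a difference of -387 bases (p 0.00511, adjusted 0.00616), and 2516 bases for 379 less included exons (p 0.0007). The alternative that moved the ESC difference most was a background of exons with PSI between 10 and 90, against which it was 475 bases and no longer passed (p 0.184), nor did it with a stricter dPSI threshold of 15 points (728 bases, p 0.0569).

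Gene length was related to the expression change across genes, since long genes take longest to transcribe. The rank correlation between log2 change and length was -0.052 in ESCs (12189 genes), 0.008 in NPCs (13001 genes, p 0.387), 0.127 in PSA-NCAM+ cells (13134 genes) and -0.124 in neurons (13220 genes). For all stages but NPCs the two-sided permutation p was 1e-05, the smallest that 100000 permutations can give, and the adjusted value was 1.33e-05. Holding GC content fixed gave -0.129, -0.066, 0.059 and -0.139, which moved the value most at all stages but neurons and reversed the sign in NPCs. In neurons leaving out a sample moved it most, to between -0.140 and -0.108. In ESCs 2 of the 6 fits that left out a sample gave -0.007 and -0.004 and did not pass, and in NPCs the relation passed with all genes tested (0.031, p 0.0001, the smallest that 10000 permutations can give). This correlation with the replicate block was -0.052, 0.007, 0.125 and -0.124, and the check of the pairing gave -0.02, -0.04, 0.44 and -0.01. In neurons 27.2% of genes under 10 kb and 55.9% of 487 genes over 300 kb were lower in slow/slow cells, and 25.9% and 11.5% were higher. In ESCs 18.9% of genes under 10 kb and 45.5% of 242 genes over 300 kb were lower. In PSA-NCAM+ cells the shares of lower genes were 28.5% and 19.6%, and in NPCs 27.6% and 33.6%. Among changed genes over 300 kb, 82.9% were lower in neurons and 74.8% in ESCs.

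Across samples, the slope of log2 expression on log10 length differed between slow/slow and WT cells by -0.095 in ESCs (SD of slow/slow samples 0.075, exact two-sided permutation p 0.3, n = 3 each), 0.026 in NPCs (SD 0.017, exact p 0.2), 0.189 in PSA-NCAM+ cells (SD 0.079, exact p 0.1) and -0.218 in neurons (SD 0.034, exact p 0.1). The value of 0.1 is the smallest that 3 samples against 3 can give, so none could reach 0.05. In ESCs and NPCs the slopes of the genotypes overlapped. The median length of genes lower in neurons was 32.1 kb, against 21.9 kb for genes higher and 23.9 kb for genes not changed.

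**Figure D3:**
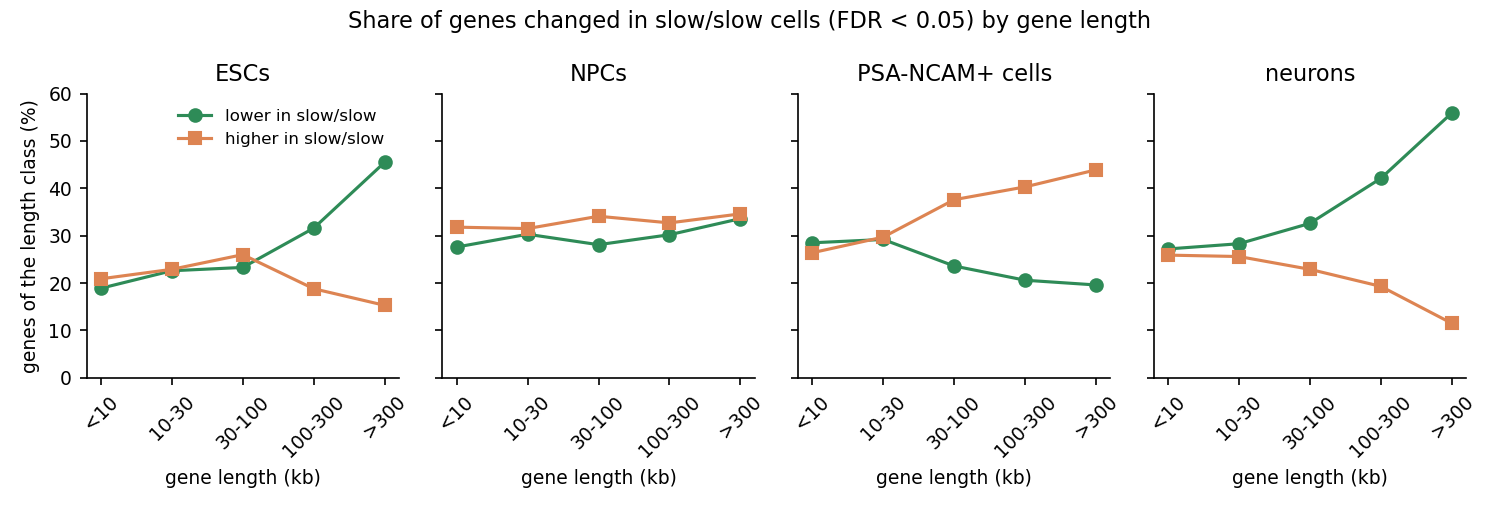
Percentage of expressed genes that were lower and higher in slow/slow than in WT cells (vertical axis, FDR under 0.05) for 5 classes of gene length in kb (horizontal axis) at each stage. The share of lower genes rose to 55.9% in neurons and 45.5% in ESCs in the longest class, while in PSA-NCAM+ cells it fell to 19.6%.

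A list of 10 synaptic genes named in the study was followed in neurons. Because the study had chosen them from these data, the comparison describes the samples and is not an independent test. All 10 genes were lower in slow/slow neurons, whether the FDR was taken over all genes tested (10 of 10) or over the list alone (10 of 10). Their mean log2 change was -1.68 (SD over genes 0.43) and their median -1.67, below the medians of all 10000 random lists matched on expression, whose own median was -0.16. Matching the random lists on length as well moved their median to -0.30, still with no list as low. The mean with the replicate block was -1.68, and the pairing check in neurons was -0.01. The longest of them, Cntnap2 (chromosome 6, 45059357 to 47304213, plus strand, 2244.9 kb), fell from 58.3 CPM ± 1.60 to 26.3 CPM ± 1.41 (-1.15 ± 0.18, FDR 2.06e-05). Syn2 changed most, by -2.39 ± 0.19. Syn1, Syn2, Syt1 and Nrxn2 overlap other coding genes (for Syn2 and Syt1 also on the same strand), so reads of a neighbour may be included and their values are uncertain.

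Expression was also compared by chromosome, a comparison chosen only after the data had been seen, over 11412 genes with a mean of at least 5 CPM. The median log2 change of the 634 genes on chromosome 8 exceeded that of other autosomes by 0.49 in ESCs, 0.51 in NPCs, 0.51 in PSA-NCAM+ cells and 0.52 in neurons. The median of the 461 genes on chromosome 15 differed from that of other autosomes by -0.58 in ESCs, -0.56 in NPCs, -0.57 in PSA-NCAM+ cells and -0.01 in neurons. Between neurons and ESCs, the interaction of genes on chromosome 15 exceeded that of other autosomes by 0.59 (median, log2), against -0.10 to 0.12 in matched random sets of genes. The CPM of 4 Y-linked genes summed to between 79.18 and 148.94 in the 12 WT samples and to between 0.39 and 1.97 in 11 slow/slow samples, while PSA-NCAM+ slow/slow replicate 1 had 62.64. Chromosomes 8, 15 and Y held 9.1% of the genes tested and 14.6% of those changed in ESCs, 11.1% in NPCs, 11.4% in PSA-NCAM+ cells and 10.0% in neurons.

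**Figure D4:**
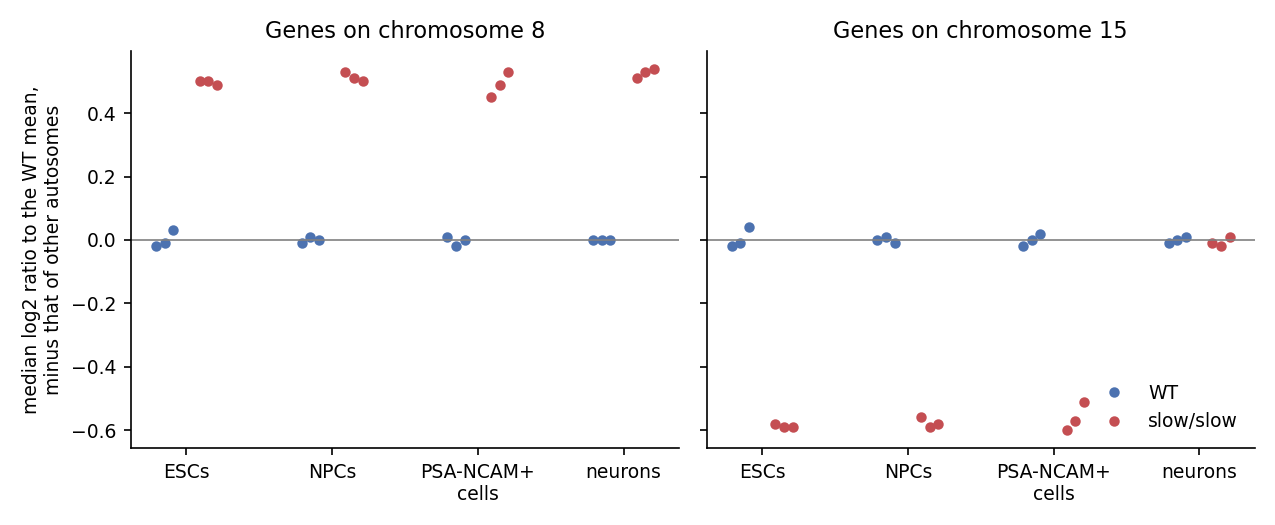
Median log2 ratio of each sample to the WT mean of its stage for genes on chromosome 8 (left) and chromosome 15 (right), minus the median of other autosomes, with a point for each of 24 samples. All slow/slow samples lay between 0.45 and 0.54 on chromosome 8, and on chromosome 15 those of neurons lay between -0.02 and 0.01 while those of the other stages lay between -0.60 and -0.51.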

Values the study reported

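The study reported 75 exons more included in slow/slow than in WT ESCs, 167 in NPCs and 415 in neurons. It gave 91 exons as skipped in slow/slow ESCs and 510 in NPCs. In neurons, 60% of the changed exons were given as more included in slow/slow cells. Upon differentiation of ESCs into neurons, the study counted 1,365 splicing changes in WT and 2,252 in slow/slow cells. For exons more included in slow/slow ESCs it gave a median flanking intron of 2,335 bases, against 1,546 bases for the comparison set. It described the share of downregulated genes in slow/slow neurons as rising from about 40% for short genes to more than 80% for the longest. EGFR was described as 2-fold lower in slow/slow NPCs.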

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

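The interaction test, the other scalings and the rank correlation with length holding GC content fixed had been planned. All other tests in this part were chosen only after the result they bear on was seen. For those of library size, whole-chromosome shifts and the WT stage change the expected outcome was set down before the test was run.

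The relation of the genotype difference to gene length differed between stages. Each sample's slope of log2 expression on log10 length was compared between the genotypes, and the genotype labels were permuted within each of a pair of stages (400 relabellings, exact two-sided p, smallest possible 0.005). The slope difference in PSA-NCAM+ cells exceeded that in ESCs by 0.284 (exact p 0.015, adjusted 0.03). That in neurons lay below that in NPCs by a difference of -0.244 (exact p 0.01, adjusted 0.03) and below that in PSA-NCAM+ cells by a difference of -0.407 (exact p 0.005, the smallest possible, adjusted 0.03). These were 3 of 6 comparisons between stages. For ESCs and neurons the difference was -0.123 (exact p 0.34). The slope differences of these stages had the same sign (-0.095 and -0.218), so exchanging the labels of either stage gives a larger difference. The test could therefore hardly give a small p for this pair and does not decide whether they differ. GC content is related to gene length and could give such a slope. With GC content in the model the differences were 0.281 (exact p 0.005), -0.172 (exact p 0.105) and -0.352 (exact p 0.005), so GC content did not account for the first and the last, while the difference of NPCs and neurons cannot be told apart from it. Library size, RNA quality and library preparation were not tested for these slopes, and no batch is given by the labels, so the differences are not called biological here.

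The direction in PSA-NCAM+ cells could also follow from genes that change during differentiation, if slow/slow cells were further along. Given the change between WT ESCs and WT neurons, the rank correlation with length in PSA-NCAM+ cells went from 0.127 to 0.058, and the genotype change itself correlated with that WT change by 0.397. A difference in developmental progress is therefore a candidate explanation for part of the length relation in PSA-NCAM+ cells, but holding GC content fixed moved that relation as far (0.059), and these explanations cannot be told apart here. In neurons, given the change between WT ESCs and WT PSA-NCAM+ cells, the correlation went from -0.124 to -0.129. That WT change correlated with the genotype change in neurons by only 0.018, so holding it could not move the relation, and whether maturation plays a part in neurons remains open.

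The genotype effect differed between neurons and ESCs for 6995 genes by edgeR's interaction test. With every library thinned to the smallest, 6534 genes passed, 6314 of them among the 6995 and in the same direction, so library size did not account for most of them. Without chromosomes 8, 15 and Y 6203 passed, but these chromosomes held only 9.1% of the genes tested, so leaving them out could not remove most calls, and responses of genes elsewhere to the shifts of whole chromosomes cannot be told apart from the effect of the genotype. Of 32 relabellings that parted as many same-numbered pairs, 2 gave as many genes, a share that does not fall under 0.05. The other was the exchange of all neuron labels (7879 genes), which measures the sum of the genotype effects in place of their difference, so it would also be large wherever the effects are unrelated, and the effects correlated by 0.00 across genes. The cell types differ between the stages, and a differing effect of the genotype may reflect them, but batches of culture or sequencing by stage cannot be told apart from the stage, since each sample belongs to 1 stage.

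The change of Polr2a in neurons differed from that in ESCs by -0.92 on the log2 scale (FDR 0.00313, edgeR), with all 3 slow/slow neuron samples below all 3 WT samples. A shift of scaling between libraries could move this value, and its weakest size over the other scalings tried and thinned counts was -0.76. Counts do not separate the mutated from the normal sequence, and no biological explanation of the fall was tested.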

How the results depend on the processing

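Thinned counts, limma with its plain moderation and the exclusion of chromosomes were chosen only after the data were seen. Of 40 results of comparisons, 12 kept their direction and stayed on the same side of their threshold, or within 1.5 times their count, under every setting tried: genes and exons changed between ESCs and neurons in both genotypes, the length relation in PSA-NCAM+ cells and neurons, flanking introns in neurons, the relation of splicing and expression for exons in neurons and for introns at all stages but ESCs, and the synaptic genes. Among values of these comparisons under other settings, 447 were the same, 53 moved, 5 weaker, 4 stronger and 9 reversed, and for genes named singly 320 were the same, 1 weaker, 10 stronger and 5 reversed. The cause was not tested for any change below unless a value is given for it. The pseudocount and filter on low values listed for tables without counts were not run, since counts were used, and the fit without PSA-NCAM+ samples has no value for comparisons of those cells.

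A minimum change of 2-fold left 2281 genes in ESCs, 3569 in NPCs, 3793 in PSA-NCAM+ cells and 3365 in neurons. Against ESCs it left 5137 genes in WT and 5165 in slow/slow NPCs, 6016 and 6648 in PSA-NCAM+ cells, and 3407 genes for the interaction. The 2-fold minimum moved the share of higher genes to 25.3% in ESCs and 54.2% in neurons, and of positive interactions to 63.8%. Fitting only the PSA-NCAM+ samples left 3641 genes, against 9424 with the spread shared over all samples. Upper-quartile scaling moved the share of higher genes in neurons from 45.2% to 59.2% and of positive interactions from 48.7% to 63.3%, with median shifts of 0.143 and 0.163, and shifted the WT change from ESCs to neurons by -0.193. Genes changed in PSA-NCAM+ cells ranged from 8213 to 11583 across the fits that each left out a sample.

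With a dPSI threshold of 15, exons numbered 80, 405, 136 and 508 at the 4 stages, introns 146 in NPCs, 40 in PSA-NCAM+ cells and 126 in neurons, and splice sites 8, 115, 25 and 57. With filters passed in at least 2 replicates, introns numbered 76 in ESCs and 117 in PSA-NCAM+ cells, and splice sites 38 in ESCs. Limma gave 48 exons and 25 introns in PSA-NCAM+ cells and 409 and 338 introns in NPCs and neurons. With the replicate block it gave 121 and 342 introns in PSA-NCAM+ cells and neurons and 15 splice sites in ESCs. With plain moderation it gave 52 exons in ESCs and 0 in PSA-NCAM+ cells (339 at an unadjusted p under 0.05). Introns then numbered 0 in ESCs (132 unadjusted), 103 in NPCs, 0 in PSA-NCAM+ cells (174 unadjusted) and 127 in neurons, and splice sites 0 in ESCs (98 unadjusted), 97 in NPCs, 0 in PSA-NCAM+ cells (124 unadjusted) and 8 in neurons. Across the 6 fits that each left out a sample, PSA-NCAM+ cells gave 204 to 504 exons, 63 to 164 introns and 55 to 133 splice sites, and ESCs 47 to 69 introns and 27 to 42 splice sites.

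The length relation in NPCs was -0.005 over genes of at least 10 CPM, -0.066 given GC content, 0.031 over all genes tested (p 0.0001, the smallest possible), 0.019 with the span of the splicing events (p 0.0365), and -0.001 to 0.015 with a sample left out. In ESCs it was -0.114 to -0.004 with a sample left out. The flanking intron difference in ESCs was 728 bases with a dPSI threshold of 15 and 475 bases against exons with PSI between 10 and 90. The relation of splicing and expression for exons, over all events, was -0.010 in ESCs, 0.024 in NPCs and 0.025 in PSA-NCAM+ cells, and with a sample left out -0.084 to 0.026 in ESCs and -0.006 to 0.037 in NPCs. For introns in ESCs it was -0.469 to -0.193 with a sample left out. Over all events it was much weaker, at -0.047, -0.087, -0.058 and -0.046 for introns at the 4 stages and 0.024 for exons in neurons.

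Among genes named singly, the reversed ones were near 0. Polr2a in ESCs ranged from -0.06 to 0.03 with a sample left out, Polr2a in PSA-NCAM+ cells -0.02 with upper-quartile scaling and from -0.13 to 0.32 with a sample left out, and Pou5f1 in ESCs was -0.01 with upper-quartile scaling and ranged from -0.05 to 0.12 with a sample left out. Depth limits introns most, with a median of 114 to 139 reads behind each tested intron against 193 to 241 for exons.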

Other observations

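The random lists of genes matched on expression and length, used for the synaptic genes, had been planned. All other tests in this part were chosen only after the result was seen.

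For each of the other 24 results that count genes or splicing events between groups of 3 samples, 1 of the 4 splits that part every same-numbered pair gave a count as large, and that was the real one. With 4 splits no share under 0.05 is possible. In slow/slow against WT PSA-NCAM+ cells the other splits of this kind reached 823 genes, and the 6 remaining splits, which keep some same-numbered samples together, reached 6457 genes. For retained introns at that stage 2 of those 6 splits gave more than the 71 introns of the real one (up to 128).

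Genes on chromosome 8 were higher in slow/slow cells at every stage. A scaling difference between libraries would move all chromosomes together, while the smallest excess over other autosomes was 0.49. Random sets of genes matched on expression, GC content and length reached at most 0.09, and the smallest excess in any of 3 equal parts of the chromosome was 0.40, so a local cluster does not account for it. An extra copy of chromosome 8 in the slow/slow cells is a candidate explanation, since its median excess of 0.51 lies near the 0.58 that 3 copies against 2 would give. Copy number was not measured in these data. The study's methods describe karyotyping of the WT and slow/slow ESCs with the usual mouse chromosome number, which goes against an extra copy of any chromosome unless another was lost or the cultures changed later. Y-linked genes were nearly absent in slow/slow ESCs (1.23 to 1.36 CPM, against 79.18 to 101.39 in WT ESCs). If their Y chromosome was lost, the usual number would leave room for an extra chromosome 8, but loss was not tested. PSA-NCAM+ slow/slow replicate 1 goes the other way, with 62.64 CPM and a chromosome 8 shift of 0.45.

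Genes on chromosome 15 were lower in slow/slow ESCs, NPCs and PSA-NCAM+ cells, with a weakest log2 difference of -0.56, and not in neurons (-0.01). Matched random sets reached -0.14 and the weakest of 3 equal parts of the chromosome -0.41, so neither scaling, these gene properties nor a local cluster accounts for the shift. Within slow/slow cells chromosome 15 moved by 0.00 against other chromosomes from ESCs to neurons, and within WT cells by -0.64, outside the range of matched sets (-0.36 to 0.24). This suggests, as a hypothesis, an extra copy of chromosome 15 in the WT cultures before the neuron stage and not in the slow/slow cultures. The karyotyping goes against this too, unless another chromosome was lost or the cultures changed later, and Y-linked genes were expressed in all WT samples. A relabelling test of the difference between stages gave an exact p of 0.07, but with a shift near 0 in neurons, exchanging neuron labels hardly changes the difference, so the test could not give a small p and does not weigh on either side. If such copies exist, genotype and karyotype cannot be told apart for genes on these chromosomes, or for genes elsewhere that respond to them.

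The Y-linked counts of PSA-NCAM+ slow/slow replicate 1 were 54.8% of the WT mean of that stage (114.2 CPM ± 30.3, SD, n = 3), while the other 11 slow/slow samples had at most 1.97 CPM. WT cells in this sample could give such counts, but such a mixture would lower its chromosome 8 shift to 0.25, and the shift was 0.45. Its chromosome 15 shift was -0.60, against -0.22 for the mixture. What gave the Y-linked counts remains open, and a slow/slow culture that kept its Y chromosome was not tested.

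Fewer splicing events were changed in slow/slow ESCs than in neurons, which could follow from fewer events passing the filters in ESCs. Among 17789 exons that passed in all 24 samples 133 were changed in ESCs and 460 in neurons. Among 59537 introns the counts were 21 and 124, and among 19854 alternative splice sites 17 and 75. Fewer events were still changed in ESCs, so the filters alone do not account for it. Over all tested exons the counts were 163 and 863, so exons that did not pass in all samples made up part of the exon difference. The difference between the counts was not tested.

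Fewer exons changed between ESCs and neurons in slow/slow than in WT cells, and fewer exons were tested in slow/slow cells. Among the 18252 exons tested in both genotypes 683 were changed in slow/slow and 921 in WT cells, so the number tested alone does not account for the difference. Over all event types 2088 events were changed in WT and 1378 in slow/slow cells.

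The number of exons changed between slow/slow ESCs and neurons was 744 here, and over all event types 1378. Both are lower than the value quoted from the study above, and the order of the genotypes is the opposite. The number of exons changed between WT ESCs and neurons was 1083 here, and over all event types 2088. The count of exons is lower and the count of all types higher than the value quoted from the study above.

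The 10 synaptic genes are long, and long genes were lower in slow/slow neurons, so length could explain their fall. Random lists matched on expression and length had a median of -0.30, against -1.67 for the list, so long genes of similar expression fell less. The list was chosen in the study from these data, so a distance from random lists was built in, and the fall cannot be told apart from an effect of length on this evidence.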
